A study of Homo sapiens with 12 samples. Its data were reported in "ALDH1A1 promotes immune escape of tumor cells through ZBTB7B-glycolysis pathway" (2024).

How the data were processed

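RNA sequencing was done on 12 libraries labelled as HT29, a human colon carcinoma cell line. The labels give 4 groups of 3 libraries. CM10 libraries came from cells exposed to CM10, an inhibitor of the ALDH1A enzymes, and CTRL_CM10 libraries are their controls. shZBTB7B libraries came from cells carrying a short hairpin RNA against ZBTB7B, and CTRL_shZBTB7B libraries are their controls. Nothing in the labels says that the 3 replicates of a group came from separate cultures, so p-values measure only the spread between these libraries, which may be technical.

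Libraries were made with probe capture, per the protocol in the labels. Per the methods of the study, the authors aligned the reads to the human genome build hg19 with HISAT and estimated gene levels with RSEM. They deposited 1 table per experiment, each with 18665 genes in 6 libraries. The deposited values were taken as TPM, transcript abundances scaled to a fixed total, from their column sums and from the methods, since the table headers name no unit. TPM scales every library to the same total, so the values carry no sequencing depth, and no interval from counting error can be given. A gene that takes a large part of a library lowers the TPM of all other genes in it. Abundant genes were also listed at exactly 0 in some libraries, so a value of 0 is described only as listed at 0. Versions of the aligner and of the quantification tool are not given in the sources used here.

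Levels were analysed as log2(TPM + 1), and fold changes are on that scale, which understates the change of genes of low abundance. Genes were kept where TPM was at least 1 in at least 3 of the 6 libraries of a table. Each perturbation was compared with its own controls with limma 3.58.1 in R 4.3.3 (linear model with group as the only term, empirical Bayes with a variance trend, no robust option). Tests were two-sided with Benjamini-Hochberg adjustment over the genes tested, and genes with an adjusted p under 0.05 were called. The thresholds of the study, an adjusted p under 0.001 and an absolute log2 fold change above 1, were applied as well. Genes specific to the sex chromosomes in one sex stayed in the fits and counts but are not listed.

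A set of 33 gene lists was fixed before the data were examined, and each list with at least 5 genes tested was tested with camera at a preset correlation of 0.01 between genes. Camera with an estimated correlation and fry were run beside it. The list of mitochondrial genome genes had 0 genes in the tables. Genes were named by a rule fixed at the same time. It takes 6 genes followed by the study, the 6 largest fold changes per direction among called genes with full separation of the groups and a mean of at least 10 TPM in the higher group, and the 2 called members with the smallest p per direction of each list that passed its test or had at least 3 called members. The text gives those of lists that passed and part of the others, and some genes that the rule names are not reported here. Marker genes of other tissues were chosen after their values were seen.

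The difference between the effects of CM10 and of the hairpin was tested with limma over all 12 libraries. The plan named a count model for this test, or no test where tables had been normalized separately. The deposited unit was TPM scaled within each library, so limma was used in its place, a departure from that plan. The overlap of called genes was tested with Fisher's exact test per direction. No library is shared between the experiments. Other planned models that need counts were not run. Data preparation used Python with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

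Sequence was examined after the data had been seen. Protein-coding transcripts of the GENCODE annotation lifted to GRCh37 were searched on both strands for exact matches of 18 bases to a consensus of the Alu repeat, an element present in very many copies in the human genome. Of the 18665 genes, 96.1% had a protein-coding transcript and an annotated 3′ UTR and counted as searched, and 29.4% of these carried a match. In the first 50 Mb of chromosome 1 the consensus matched at 575148 positions, and a shuffled consensus at 0. A further 8 marker lists were also added after seeing the data.

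The tests were checked on simulated data drawn with the means and spreads of the real libraries. Of 100 genes changed by 6 on the log2 scale, limma called 69% in the CM10 design with 12529 genes and 60% in the shZBTB7B design with 13665 genes. Of 100 genes changed by 2 it called 0% and 1%. Of the unchanged genes, 1 and 2 were called. The simulation drew each gene independently and changed few genes, whereas many genes differed together between the real libraries. Its shares of called genes and of false calls therefore do not carry over to the real fits. Alternatives were quantile normalization, no filter on low values, a pseudocount of 0.1, the replicate number as a block, and leaving out each library in turn. Others, chosen after seeing the data, were all 12 libraries in one fit, leaving out the MTRNR2L genes, keeping only genes without an Alu match, and a variance trend in camera.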

Results

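RNA levels were measured in 12 libraries, 3 in each of 4 groups, to ask how inhibition of ALDH1A enzymes by CM10 and knockdown of ZBTB7B changed gene expression. The depth of the libraries is unknown, because the values are TPM. The number of genes above 0 was 8493 to 13051 in CM10 libraries and 13237 to 14627 in their controls. It was 9597 to 14354 in shZBTB7B libraries and 15969 to 16245 in their controls.

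The libraries differed in which genes took most of their TPM. Genes whose transcripts carry a match to the Alu repeat took 77.1%, 78.0% and 83.0% of TPM in CM10 replicates 1 to 3. In CTRL_CM10 they took 27.9%, 6.0% and 13.6%. Their share was 71.1%, 16.1% and 64.7% in shZBTB7B replicates 1 to 3, and 20.8% to 22.1% in CTRL_shZBTB7B. MTRNR2L genes, nuclear near-copies of the mitochondrial 16S ribosomal RNA, took 5.62%, 73.82% and 45.98% of TPM in CTRL_CM10 replicates 1 to 3. They took 29.9% in shZBTB7B replicate 2 and at most 10.41% in the other libraries of that experiment. Reads of these near-identical copies cannot be assigned to one gene with certainty. shZBTB7B replicate 2 had a Spearman correlation across genes of 0.79 to 0.82 with the 3 libraries of its control group, against 0.45 and 0.42 with shZBTB7B replicates 1 and 3. With CTRL_CM10 replicates 1 to 3, controls of the other experiment, it had 0.8, 0.84 and 0.85. CM10 replicate 1 had 0.75, 0.59 and 0.66 with CTRL_CM10 replicates 1 to 3, against 0.67 and 0.57 with CM10 replicates 2 and 3.

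**Figure D1:**
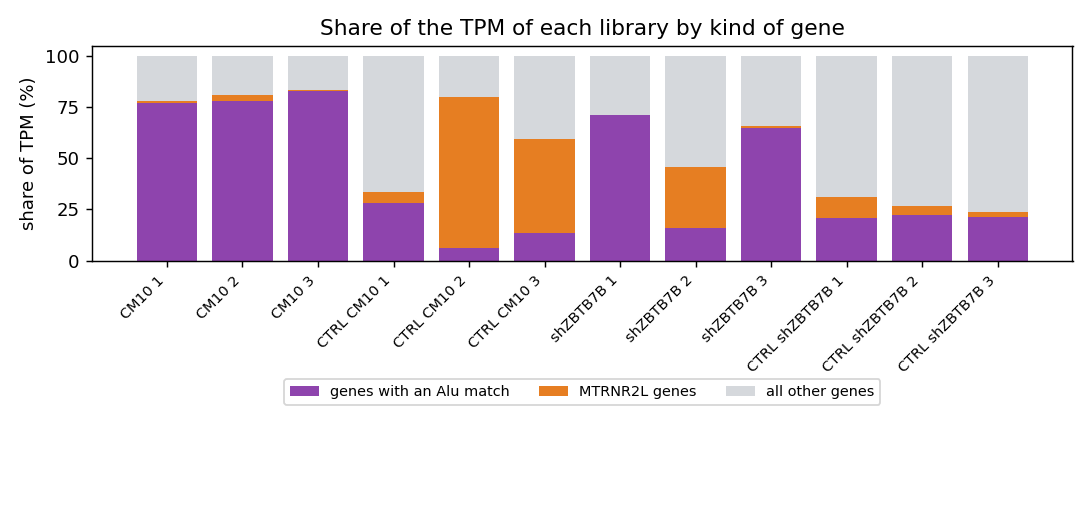
Stacked bars give the share of TPM (%) in each of the 12 libraries taken by genes with an Alu match, by MTRNR2L genes and by all other genes. Genes with an Alu match took 77.1% to 83.0% in CM10 libraries, and MTRNR2L genes took 73.82% in CTRL_CM10 replicate 2.

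Markers of other tissues were present at levels that differed between libraries of the same group. Pepsinogen PGA3, a stomach enzyme precursor, stood at 32673 TPM in CTRL_CM10 replicate 3 and 21770 TPM in shZBTB7B replicate 2, and was listed at 0 in shZBTB7B replicate 1. Desmin (DES), a muscle filament protein, was at 16958 TPM in CTRL_shZBTB7B replicate 2 and 2.89 TPM in replicate 3. The T cell receptor component CD3E reached 387 and 409 TPM in CTRL_shZBTB7B replicates 1 and 3 and 6.80 in replicate 2. The intestinal factor CDX2 was at 5.32 TPM in shZBTB7B replicate 1 and at most 1.38 TPM in any other library. These genes were chosen after their values were seen.

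**Figure D2:**
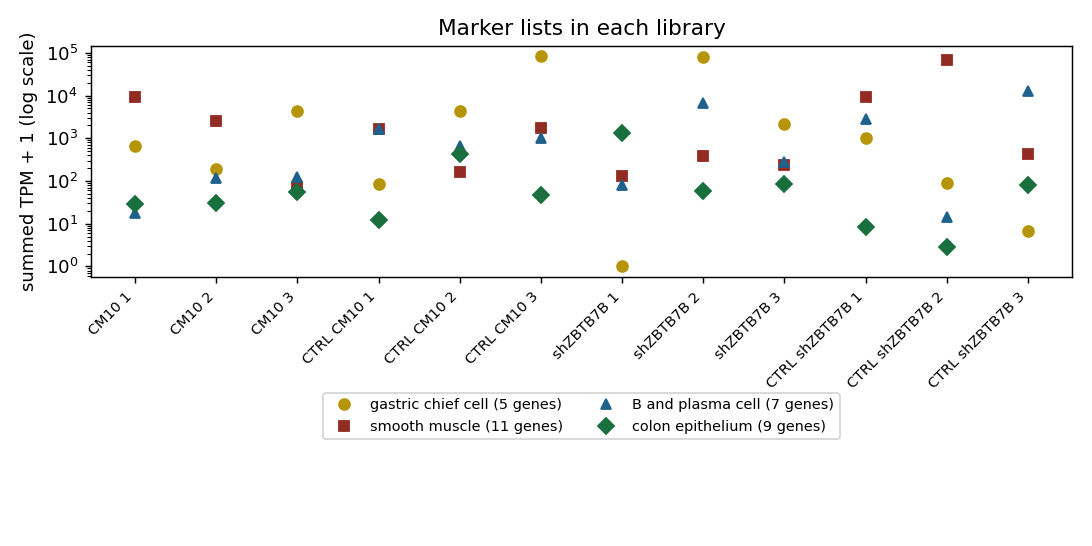
Points give the summed TPM plus 1 (log scale) of 4 marker lists in each of the 12 libraries. The chief cell list reached 82807 TPM in CTRL_CM10 replicate 3, and the colon epithelium list was highest in shZBTB7B replicate 1 at 1297 TPM.

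The first comparison asked which genes CM10 changed. ALDH1A1, a retinaldehyde dehydrogenase of the family that CM10 inhibits, fell by 3.55 on the log2 scale (SE 0.93, limma adjusted p = 0.01074), from 131 ± 35.7 TPM (SD, n = 3) to 10.2 ± 2.96 (SD, n = 3). It lies on chromosome 9 at 75515587 to 75695358 in GRCh37. XBP1, a transcription factor of the unfolded protein response, fell by 3.23 (SE 0.93, adjusted p = 0.01696). Both were lower in 3 of 3 CM10 libraries than in every control. The median over all 12529 genes tested was itself -1, and relative to it ALDH1A1 stood at -2.55 and XBP1 at -2.22.

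ZBTB7B (chromosome 1, 154975106 to 154990999), a zinc finger transcription factor, did not pass. It was at 3.89 TPM in CM10 replicate 1 and listed at 0 in replicates 2 and 3, against 1.70, 7.65 and 12.43 TPM in the controls (log2 fold change -2.00, SE 0.89, adjusted p = 0.08632), or -1 relative to the median. It passed with the replicate block (adjusted p = 0.04572) and without CM10 replicate 1 (adjusted p = 0.01932), and after quantile normalization it stood at -1.29 (adjusted p = 0.2663). LDHA (chromosome 11, 18416107 to 18429972), the enzyme that makes lactate from pyruvate, was at 29.0 ± 29.7 TPM with CM10 and 167 ± 118 in controls (SD, n = 3). Its log2 fold change of -2.75 (SE 1.06), -1.75 relative to the median, did not pass either (adjusted p = 0.05361). CD274 (chromosome 9, 5450503 to 5470566), which encodes PD-L1, was listed at 0 in 3 of 3 CM10 libraries and at 2.51, 0.95 and 1.35 TPM in controls. The filter on low values removed it, and without the filter its adjusted p was 0.07089. GATA4, an endoderm transcription factor, was at 0.88 and 1.6 TPM in CM10 replicates 1 and 3 and at 14.35 and 28.31 TPM in CTRL_CM10 replicates 2 and 3, and was listed at 0 in the other library of each group (adjusted p = 0.11). Adjusted over the list alone, 4 of the 5 study genes tested passed. The limma adjusted p was then 0.04688 for ZBTB7B and 0.02953 for LDHA. The study chose these genes, so that count is not independent evidence.

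**Figure D3:**
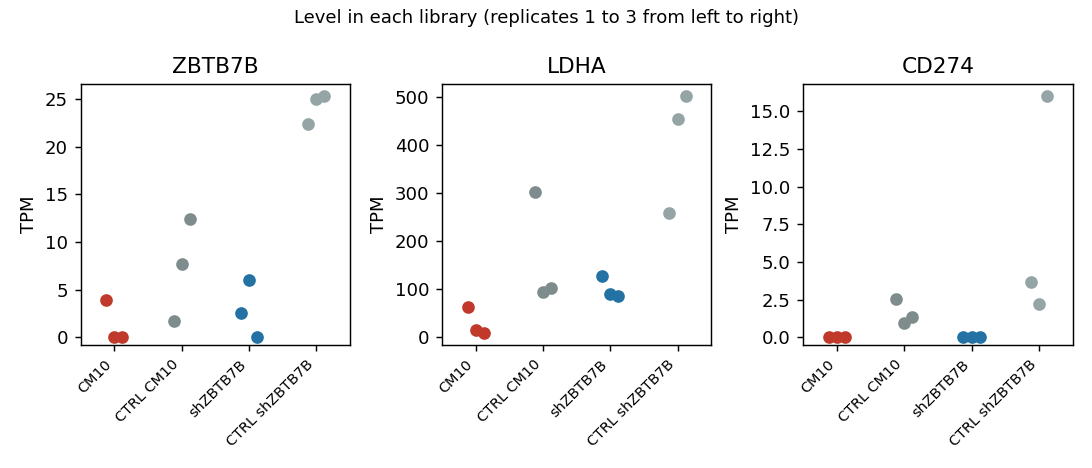
Points give the TPM of ZBTB7B, LDHA and CD274 in each library, with 4 groups of 3 replicates on each horizontal axis. CD274 was listed at 0 in all CM10 and shZBTB7B libraries, and ZBTB7B in CTRL_shZBTB7B lay between 22.34 and 25.36 TPM.

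With CM10, 4003 genes were called, 1705 higher and 2298 lower, and 0 genes met the thresholds of the study. At those thresholds there were 407 without CM10 replicate 3, 547 without CTRL_CM10 replicate 1 and 817 with the replicate block. At an unadjusted p under 0.05, limma gave 5972 genes. Full separation of the groups was seen for 3786 called genes, and in 47.4% of genes tested, where chance gives 10%. The largest rises were those of LOC107984351, RAB3B, PNO1, P4HA2, INMT and BCDIN3D. RAB3B, a vesicle GTPase, rose by 8.07 (SE 1.98), and PNO1, a ribosome assembly factor, rose by 7.88 (SE 1.83). P4HA2, a collagen prolyl hydroxylase, rose by 7.71 (SE 1.88). In CTRL_CM10 replicate 1 RAB3B stood at 2822 TPM, against 8.11 and 31.08 TPM in replicates 2 and 3. The RAB3B, PNO1, P4HA2, INMT and BCDIN3D transcripts each carry an Alu match. The largest falls were those of ROMO1, APOC1, MT1M, ARHGDIB, RBIS and PTGDS. ROMO1, APOC1, MT1M and RBIS were listed at 0 in 3 of 3 CM10 libraries. ROMO1, a mitochondrial membrane protein, was at 340, 93.7 and 110 TPM in controls.

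Of 33 fixed lists, 3 passed the list test with CM10, all lower relative to the other genes. With an estimated correlation all 3 had an adjusted p = 0.8265. At least 3 lists were called in 9 of 10 splits of these 6 libraries, the real one included. The number of lists called is therefore no sign of an effect of CM10. Among 74 cytosolic ribosomal protein genes, 6 fell, 0 rose and 68 did not pass, with a median log2 fold change of -3.00 (camera adjusted p = 1.176e-10). RPS28 fell by 3.76 and RPS3 fell by 3.79. Beside this list, the 987 abundant genes without an Alu match (mean of at least 50 TPM over all libraries), rescaled to the same total, had a median log2 fold change of -1.80. The list median of -3.00 was taken without that rescaling, so these medians cannot be set against each other. Genes without an Alu match took 19.3%, 16.6% and 13.5% of TPM in CM10 replicates 1 to 3. In CTRL_CM10 they took 66.0%, 22.1% and 42.0%, so rescaling raises their CM10 levels relative to controls. Among them camera still placed the ribosomal list lower (adjusted p = 0.0009017). In the hairpin comparison, camera among such genes placed this list higher (adjusted p = 0.0003545), where the main fit made no call. Of all 1888 genes with a mean of at least 50 TPM, 33 to 368 were listed at 0 in CM10 libraries and 11 to 32 in controls. The leukocyte and the fibroblast and endothelial lists had medians of -1.97 and -2.17, without a call. Among 36 nuclear genes of oxidative phosphorylation, 13 fell, 1 rose and 22 did not pass (adjusted p = 0.01752). NDUFA2 fell by 4.81, NDUFS7 fell by 4.52, and NDUFA9 rose by 5.35. Among 18 antioxidant targets of NRF2, 9 fell, 1 rose and 8 did not pass (adjusted p = 0.04054). The pentose phosphate enzyme TALDO1 fell by 4.96 and the reductase AKR1C3 fell by 4.21, and GCLM, a subunit of the enzyme that begins glutathione synthesis, rose by 3.04. Of the genes named from these 3 lists, the NDUFA9, GCLM and RPS3 transcripts carry an Alu match, and RPS3 fell. Adjusted over the list alone, 0 ribosomal, 18 oxidative phosphorylation and 15 NRF2 genes were called. Without CTRL_CM10 replicate 2 the oxidative phosphorylation (camera adjusted p = 0.06694) and NRF2 lists (adjusted p = 0.166) were not called, nor was oxidative phosphorylation without CTRL_CM10 replicate 1 (adjusted p = 0.05132) or among genes without an Alu match (adjusted p = 0.3183), nor NRF2 without CM10 replicate 1 (adjusted p = 0.05125).

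Most other lists had members moving both ways. Of 23 glycolysis genes, 1 rose and 3 fell, with adjusted p = 0.3677 for the list. GPI rose by 4.42, PFKP fell by 2.53 and PKM fell by 3.31. Of 14 aldehyde dehydrogenases, 4 rose, among them ALDH6A1 and ALDH5A1, and 2 fell. The median of that family was -0.43, its mean was 0.35, and camera placed it higher without a call. Of 29 interferon response genes, 3 rose, MX1 and IRF1 among them, and 9 fell, among them IRF7 and OAS2. Of 16 immune checkpoint genes, IDO1 rose by 6.97, and 5 fell, LGALS9 and LGALS3 among them. Of 16 p53 targets, 2 rose (ZMAT3 and MDM2) and 4 fell, with GADD45A and SESN2 among them. GPI, ALDH6A1, ALDH5A1, MX1, IRF1, IDO1, ZMAT3 and MDM2 transcripts carry an Alu match.

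The count depended on single libraries. It was 1726 without CM10 replicate 2, 2289 without CM10 replicate 3, 2181 without CTRL_CM10 replicate 1 and 1257 without CTRL_CM10 replicate 3. Higher genes made up 42.6% of calls, 55.5% after quantile normalization (median log2 fold change -0.27), 22.7% without the MTRNR2L genes and 75.9% among genes without an Alu match, of which 166 were called.

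The second comparison asked which genes ZBTB7B knockdown changed. ZBTB7B itself was at 2.55 and 5.97 TPM and listed at 0 in shZBTB7B replicates 1, 2 and 3, and at 22.34, 25.06 and 25.36 TPM in controls. It was lower in 3 of 3 knockdown libraries, and its log2 fold change of -3.11 (SE 0.93) did not pass (adjusted p = 0.05798). After quantile normalization it stood at -1.64 (adjusted p = 0.271). LDHA was at 127.61, 89.49 and 85.95 TPM against 259.52, 453.9 and 503.65 TPM in controls, a log2 fold change of -1.96 (SE 0.61) that did not pass (adjusted p = 0.06278). The median over the 13665 genes tested was -1.45, and relative to it ZBTB7B stood at -1.67 and LDHA at -0.52. CD274 was listed at 0 in 3 of 3 knockdown libraries and at 3.66, 2.22 and 16.05 TPM in controls (adjusted p = 0.04513). That call was lost after quantile normalization (adjusted p = 0.3706) and with any library but shZBTB7B replicate 2 left out. Relative to the median CD274 stood at -1.22. The fixed leukocyte list had median levels of 114, 6.91 and 240 TPM in CTRL_shZBTB7B replicates 1 to 3. In shZBTB7B its median was 15.4 TPM in replicate 2 and 0 in replicates 1 and 3. Whether CD274 in the controls came from such cells was not tested. ALDH1A1 was listed at 0 in shZBTB7B replicate 1, at 855 and 60.4 TPM in replicates 2 and 3, and at 22.0, 57.8 and 31.8 TPM in controls (adjusted p = 0.9781). Adjusted p was 0.2101 for XBP1 and 0.3469 for GATA4. Adjusted over the list alone, 3 of 6 study genes passed, ZBTB7B, LDHA and CD274, again not as independent evidence.

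With the hairpin, 1602 genes were called, 98 higher and 1504 lower, and 0 met the thresholds of the study. Among the genes tested, limma gave 5317 at an unadjusted p under 0.05. Full separation was seen for 1602 called genes, and in 45.4% of genes tested. The largest rises were those of RAB3B, LOC112267959, FAM110D, C1orf229, SLC26A5 and BCDIN3D. The RAB3B, FAM110D and BCDIN3D transcripts carry an Alu match, SLC26A5 carries none, and the other 2 were not searched. RAB3B was at 27239, 116 and 18929 TPM in shZBTB7B replicates 1, 2 and 3, and at 2.33 to 17.64 TPM in controls. The largest falls were those of FLNA, EMP3, COL6A2, CD81, SMOC2 and COL4A1. The actin crosslinker FLNA fell by 7.06 (SE 1.08), and COL4A1, a basement membrane collagen, fell by 6.57 (SE 0.77). FLNA was at 603, 2825 and 143 TPM in CTRL_shZBTB7B replicates 1 to 3. Smooth muscle markers were at 9349, 67317 and 420.5 summed TPM in the same libraries. EMP3, COL6A2 and SMOC2 had the same order of controls as FLNA, and CD81 and COL4A1 did not. Whether these falls reflect such RNA in the controls was not tested.

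Of the fixed lists, 6 passed with the hairpin, and none with an estimated correlation. Adjusted p was then 0.5383 for the fibroblast and endothelial and the immediate early lists, 0.1742 for the differentiation list and 0.8068 for the other 3. At least 6 lists were called in 8 of 10 splits of these 6 libraries, the real one included. The number of lists called is therefore no sign of an effect of the hairpin. Among 14 fibroblast and endothelial genes, 10 fell and 4 did not pass (camera adjusted p = 0.0001269), and 3 of them, collagens, are also in the transition list. VWF and CDH5, proteins of blood vessel lining, were listed at 0 in 3 of 3 knockdown libraries, and CDH5 was at 56.95, 21.45 and 49.61 TPM in controls. Among 17 antigen presentation genes of MHC class I, 12 fell and 5 did not pass (adjusted p = 0.001634). The chaperone CALR fell by 3.82 (SE 0.71). Among 24 immediate early genes, 11 fell and 13 did not pass (adjusted p = 0.002773). ZFP36, an RNA decay factor, fell by 4.05, and ATF3 fell by 4.21. Among 20 genes of epithelial-mesenchymal transition, 9 fell and 11 did not pass (adjusted p = 0.004613). ITGA5 fell by 6.46 and fibronectin (FN1) fell by 6.33. Lists of enterocyte and goblet differentiation (1 of 9 rose, adjusted p = 4.646e-06) and of epithelial junctions and keratins (0 of 17 called, adjusted p = 0.001208) were higher relative to the other genes. Against no change, fry gave the junction list an adjusted p = 0.6993, with a median log2 fold change of 0.82. CTRL_shZBTB7B replicate 3 had the highest sum of the junction list, 3070 TPM, against 119.2 and 122.7 in the other controls and 1058, 406.6 and 785.4 in shZBTB7B replicates 1, 2 and 3. TFF1, a peptide of the mucous lining of the stomach and gut, rose by 6.01, and TFF1 and MUC5AC of the differentiation list are also in that of gastric surface and neck cells. Adjusted over the list alone, 12 fibroblast and endothelial, 14 antigen presentation, 17 immediate early, 15 transition, 3 differentiation and 0 junction genes were called.

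Without shZBTB7B replicate 2 the immediate early (camera adjusted p = 0.07312), antigen presentation and transition lists (adjusted p = 0.09487 for both) were not called, nor was the transition list among genes without an Alu match (adjusted p = 0.06055). Markers of other tissues differed beside these lists. Smooth muscle markers were at 9349, 67317 and 420.5 summed TPM in CTRL_shZBTB7B replicates 1, 2 and 3 against 131.8, 385.4 and 230.2 in shZBTB7B. Beside the antigen presentation list, T cell markers were at 809.6, 13.4 and 918.6 summed TPM in CTRL_shZBTB7B against 7.5 and 35.2 in shZBTB7B replicates 1 and 2, with all 3 genes listed at 0 in replicate 3. Beside the differentiation list, markers of gastric surface and neck cells were at 221.8 and 17.5 summed TPM in CTRL_shZBTB7B replicates 1 and 2 and listed at 0 in replicate 3, against 189, 1665 and 4260 in shZBTB7B.

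Among other lists, 4 of 24 glycolysis genes fell and 20 did not pass (adjusted p = 0.2967 for the list), where PFKP fell by 4.09 and the lactate exporter SLC16A3 fell by 3.71. Of 20 NF-kB targets 6 fell, NFKB2 and CXCL2 among them, and LCN2 rose by 4.84. Of 18 checkpoint genes 4 fell, with CD276 and VSIR among them. The count of called genes was 0 when shZBTB7B replicate 1 or 3 or any control library was left out, and 6887 without shZBTB7B replicate 2. It was also 0 after quantile normalization, without the filter, without the MTRNR2L genes and among genes without an Alu match. In these settings limma gave 2647 to 5807 genes at an unadjusted p under 0.05.

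The third comparison asked whether the effects differed. Over 11937 genes tested in both tables, limma called 0 genes for the difference, with 1133 at an unadjusted p under 0.05 and a smallest adjusted p of 0.08009. For ALDH1A1 the difference was -3.64 (SE 2.26, adjusted p = 0.5887), for ZBTB7B 1.11 (SE 1.30, adjusted p = 0.7792) and for LDHA -0.79 (SE 1.32, adjusted p = 0.8619). These tests do not show that the effects were alike. Across genes, which are not independent replicates, the fold changes of the comparisons had a Spearman correlation of 0.6. Of 1470 genes higher with CM10 and 86 higher with the hairpin, 52 were shared, where independent lists would share 10.59 (Fisher's exact test, two-sided, p = 3.326e-26). Of 2280 and 1108 lower genes, 186 were shared, where independent lists would share 211.6 (Fisher's exact test, two-sided, p = 0.04069). With the replicate block that shortfall was not seen, with 236 shared where independent lists would share 217.5 (Fisher's exact test, two-sided, p = 0.1322). Fisher's exact test treats genes as independent, so these p-values are no measure of a shared response. Of the searched genes called higher, 88.1% with CM10 and 53.3% with the hairpin carried an Alu match.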

Values the study reported

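In the study, CM10 was given to HT29 cells at a concentration of 10 μM, and the exposure lasted 2 h.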

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

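Fits with all 12 libraries, without the MTRNR2L genes, on genes without an Alu match and with a variance trend in camera, and most alternatives for the difference of effects, were chosen after the result was seen. Directions of the called gene lists held under every alternative run. With CM10 the called genes numbered 1964 with a pseudocount of 0.1, 7182 without the MTRNR2L genes, 166 among genes without an Alu match and 1257 to 5776 with one library left out. At the study thresholds there were 817 with the replicate block and 0 to 547 with one library left out. ZBTB7B passed with the replicate block (-2.00, adjusted p = 0.04572) and without the MTRNR2L genes (-2.90), with a range of -2.76 to -1.51 over left-out libraries. It did not pass after quantile normalization (-1.29) or with a pseudocount of 0.1 (-4.03). LDHA passed after quantile normalization (-3.34), with all 12 libraries in one fit (-2.75) and without the MTRNR2L genes (-3.70), with a range of -3.54 to -2.16. Without CM10 replicate 1 both passed, ZBTB7B at -2.76 and LDHA at -3.54. Lists called were 0 with an estimated correlation, 6 with fry, where ribosomal proteins (adjusted p = 0.1003) and oxidative phosphorylation (0.1395) were not called, and 1 to 4 with one library left out, 1 without CTRL_CM10 replicate 2, where oxidative phosphorylation and NRF2 targets were not called. A variance trend in camera called 2 lists with CM10, dropping the NRF2 list (adjusted p = 0.08034), and 6 with the hairpin.

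With the hairpin the called genes numbered 0 after quantile normalization, without the filter, without the MTRNR2L genes and among genes without an Alu match, 468 with a pseudocount of 0.1, 3857 with all 12 libraries in one fit and 0 to 6887 with one library left out. ZBTB7B passed with all 12 libraries in one fit (-3.11), with a range of -3.74 to -2.34 over left-out libraries, but not after quantile normalization (-1.64) or with a pseudocount of 0.1 (-4.38). LDHA ranged from -2.25 to -1.78. Without shZBTB7B replicate 2 both passed, ZBTB7B at -3.74 and LDHA at -1.89. CD274 lost its call after quantile normalization (-1.06), without the filter (-2.67), without the MTRNR2L genes (-2.74) and among genes without an Alu match (-3.06), with a range of -3.16 to -1.95. ALDH1A1, at 0.08, turned to -0.99 with a pseudocount of 0.1 and ranged down to -2.17, and up to 2.70. Lists called were 0 with an estimated correlation, 19 with fry, where epithelial junctions were not called (adjusted p = 0.6993), and 4 to 10 with one library left out. Without shZBTB7B replicate 2 the immediate early, antigen presentation and transition lists were not called. Among genes without an Alu match, camera called the ribosomal (adjusted p = 0.0003545), oxidative phosphorylation (adjusted p = 0.03662) and NRF2 lists (adjusted p = 0.04139) higher. None of these was called in the main fit. Genes with different effects numbered 1 after quantile normalization, 2 among genes without an Alu match and 0 to 1 with one library left out. Shared called genes were 0 at the study thresholds and 440 with the replicate block. The cause was not tested. No gene named by the rule turned direction after quantile normalization. In the knockdown comparison CD274 and 44 other named genes lost their call there. With CM10, 43 of 49 named genes lost their call among genes without an Alu match, with ZBTB7B, LDHA and CD274 not counted. In leave-one-out fits, 171 of 522 pairs of such a gene and a left-out library lost it.

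Replicate numbers did not pair the libraries. Same-numbered libraries had correlations of their deviations of -0.08, -0.05 and -0.06 with CM10 and 0.01, 0.03 and -0.07 with the hairpin. The replicate block gave 4805 and 1387 called genes. The count-based models planned for count tables were not run. The filter removed CD274 with CM10, so it was tested only without the filter (log2 fold change -1.34, limma adjusted p = 0.07089). Sequencing depth is unknown, and whether it limits these results was not tested.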

Other observations

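The tests of the Alu share among called genes, of the share in knockdown libraries, of the rescaled medians, of abundant genes, of fixed marker lists and of other splits were chosen after the result was seen.

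Some lists without a call had members that passed with CM10. Of 28 ZBTB family genes, 5 rose, with ZBTB25 and ZBTB3 among them, and ZBTB33 fell by 2.54. Of 12 heat shock genes, HSPA4L rose by 6.03 and 5 fell, among them the mitochondrial chaperonin HSPE1, which fell by 5.69. Of 20 cholesterol synthesis genes, 3 rose, CYP51A1 among them, and 4 fell, with FDPS and MVK among them. Of 12 retinoic acid genes, LRAT and RDH10 rose and RARG and CRABP2 fell, with adjusted p = 0.3455 for the list. With the hairpin the prolyl hydroxylase P4HA2 rose by 7.48 among 15 hypoxia genes, and PLOD2 fell by 3.66. The ZBTB25, ZBTB3, HSPA4L, CYP51A1, LRAT, RDH10 and P4HA2 transcripts carry an Alu match. Those of ZBTB33, HSPE1, FDPS, MVK, RARG, CRABP2 and PLOD2, which fell, carry none.

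Genes called higher with CM10 took 81.5%, 82.8% and 90.0% of TPM in CM10 replicates 1 to 3, 9.8% in CTRL_CM10 replicate 1 and 0.4% and 1.0% in the other controls. A response to CM10 alone is argued against, because these genes also took 72.0% and 63.3% of TPM in shZBTB7B replicates 1 and 3, which received no CM10, so that 2 of 3 knockdown libraries, with 4.5% in shZBTB7B replicate 2, lay above 3 times the highest share in their controls. Reads of the Alu repeat are a candidate explanation: of the 1646 searched genes called higher with CM10, 88.1% carried an Alu match, 2.29 times the share of 38.5% in uncalled genes of like transcript length. With the hairpin 53.3% of 90 searched genes called higher carried a match against 38.2%, 1.4 times, which is too little to tell such reads apart from other causes, while matches per base had a rank correlation of 0.33 with the fold change across 4581 genes, which are not independent replicates. Genomic DNA, unspliced RNA or a response shared by both perturbations stay open as origins of such reads and were not tested.

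Most genes were lower in both comparisons, with medians of -1 and -1.45, and of -0.27 and -0.23 after quantile normalization, which gives every library of a table the same distribution and so draws the median towards 0. A composition effect of the genes with an Alu match and the MTRNR2L genes alone is argued against as the whole cause. Genes without either, rescaled to the same total, had medians of -1.27 with CM10 and -1.36 with the hairpin. The search found only exact matches of 18 bases, so genes raised in the same libraries may remain among these. SLC26A5, without a match, was at 4905, 26.4 and 3426 TPM in shZBTB7B replicates 1 to 3 and at most 8.04 TPM in controls. Of 166 genes called with CM10 in this set, 126 were higher. A composition effect of genes left in the set is thus not excluded. A loss limited to genes of low abundance is argued against with CM10. There, 1364 genes without an Alu match that were abundant in the knockdown experiment had a median of -1.88, and of -2.48 to -1.01 with one library left out. Genes abundant over all 12 libraries had a median of -1.80 with CM10. With the hairpin such a loss is a candidate explanation that the values do not settle. There, 606 such genes that were abundant in the CM10 experiment had a median of -0.16 (-0.42 to -0.04 with one library left out). Genes abundant over all 12 libraries had a median of -0.55 with the hairpin. The choice of genes was not independent of the libraries compared. CM10 replicates 2 and 3 had Spearman correlations of 0.63 to 0.72 with shZBTB7B replicates 1 and 3, and of 0.17 to 0.34 with CTRL_shZBTB7B. This can draw the hairpin median towards 0 and the CM10 median away from it. A biological decrease stays open and was not tested.

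Marker genes of other tissues differed between libraries of one group, and an unmixed HT29 culture in every library is argued against, because the median TPM of the 14 fixed fibroblast and endothelial genes exceeded that of the 20 fixed epithelial genes in 8 of 12 libraries, with 59.98, 54.22 and 122.5 against 1.17, 0.46 and 18.6 in CTRL_shZBTB7B replicates 1 to 3. RNA of fibroblasts or vessels and of blood cells may be present in some libraries: across the 12 libraries the median rank correlation within these fixed lists exceeded the 0.16 between lists by 0.58 and 0.47, with LUM at 2130 TPM in CTRL_CM10 replicate 1 and TYROBP at 1150 and PTPRC at 122 TPM in CTRL_shZBTB7B replicate 3. LYZ, the most abundant of the leukocyte list, is no sign of blood cells by itself, because it was at 2897 to 3408 TPM in CM10 libraries where PTPRC was at most 0.81. The hemoglobin genes HBA1 and HBB of the same list were at 334 to 954 and 772 to 2205 TPM in those libraries. In CTRL_CM10 they were at 142 to 1691 and 208 to 1063 TPM. Whether RNA of red blood cells was present was not tested. For RNA of stomach, muscle or lymphoid cells that difference of correlations was 0.75, but these lists were made after their levels were seen. The difference therefore decides nothing. A choice of genes does not create their levels, which argue against it as the whole cause. Chief cell genes summed to 82807 TPM in CTRL_CM10 replicate 3 and 79772 TPM in shZBTB7B replicate 2. They were listed at 0 in shZBTB7B replicate 1. Smooth muscle genes summed to 67317 TPM in CTRL_shZBTB7B replicate 2 and 71.7 TPM in CM10 replicate 3. B and plasma cell genes summed to 12653 TPM in CTRL_shZBTB7B replicate 3 and 13 TPM in replicate 2. The most abundant genes of these lists were PGA4 at 34450 TPM in shZBTB7B replicate 2, ACTG2 at 20377 TPM in CTRL_shZBTB7B replicate 2 and IGLL5 at 10912 TPM in CTRL_shZBTB7B replicate 3. Whether samples were mixed or mislabelled was not tested.

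Other splits of the 6 libraries are too few for a share under 0.05. With CM10 the real split called 4003 genes and the highest of the others 0, so that 1 of 10 splits reached the real count. With the hairpin the real split called 1602 genes and the highest of the others 0, again 1 of 10. For gene lists, 9 of 10 splits called at least the 3 lists called with CM10, the highest of the others calling 9. With the hairpin 8 of 10 splits called at least 6 lists, the highest of the others calling 11. Most groupings of these libraries thus called as many lists, so the number of lists called is no sign of an effect of CM10 or of the hairpin. For the difference of effects the real count was 0, so all 100 of 100 splits drawn reached it, and the highest of the others was 7316. Splits that exchange treated and control labels in one experiment measure the sum of both effects, which the real test does not.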
